A study of Homo sapiens with 8 samples.

How the data were processed

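RNA of HEK293T cells, a human embryonic kidney cell line, was measured by sequencing in 8 libraries. Per the labels, 2 libraries held wild-type (WT) RNA enriched for non-ribosomal RNA with RiboMinus, 3 held WT RNA enriched by NAD-Capture, and 3 held NAD-Capture RNA of cells labelled DXO-KO, a knockout of the gene DXO. NAD-Capture uses an ADP-ribosyl cyclase and a copper-catalysed click reaction to put biotin on RNA that carries NAD, which streptavidin beads then bind. Per the labels' protocols, a reaction without the cyclase served as background control; libraries of that control were not analysed here. The RiboMinus libraries were prepared with a TruSeq kit and the NAD-Capture libraries with a SMARTer low-input kit, per the labels' protocols.

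The authors deposited the values as FPKM (fragments per kilobase of transcript, scaled to the mapped fragments) per RefSeq transcript and library, per the name of the deposited table. No label or header states the aligner, the program that made the values, the genome build, the annotation version or any scaling between libraries. The FPKM values were used as deposited. The table held 53216 transcripts. A RefSeq gene table of assembly GRCh38.p14 paired 52028 of them (97.8%) with 25695 gene symbols; it was used for names and neighbouring genes only, and no coordinates are given because the build of the deposited values is not stated. Transcript lengths came from GENCODE release transcripts paired with RefSeq accessions, or from the gene span for small RNA genes, and covered 50273 transcripts.

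The depth of each library was read from the low values. For 7057 transcripts of 1500 to 6000 nt that were the only transcript of their symbol, FPKM times effective length (length minus 200 nt) clustered at whole multiples of a step, which is the value of 1 fragment. Between 71.4% and 73.8% of the low values lay within 4% of a whole multiple, against 18.6% for values spread evenly on a log scale. The step gave each library's depth as an equivalent number of fragments, and the depth behind DXO. Values of transcripts that share a gene were not whole, so no count model was fitted across transcripts. Fragment counts were compared only for agreement between replicates, short set members, DXO and the ranks of long transcripts at equal depth. For snoRNAs and scaRNAs of 130 to 137 nt, the 8 lengths with at least 5 tested members, the step was estimated in each library at the most common length, 133 nt, and carried to the others by the median ratio of steps over the libraries. Of the values below 10 fragments, 89.3% to 96.8% then lay within 0.1 of a whole number. This rule was set after values had been seen. It replaced a first count over 133 and 137 nt, lengths picked by hand, which gave a log2 difference of 1.85 between the NAD-Capture groups where the rule gave 1.69; the step estimate at 137 nt had also been revised, since it took 2 fragments for 1 in replicate 2 labelled DXO-KO. Intervals are 95% Poisson intervals and cover counting error only, since PCR copies are not independent molecules.

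Differences between groups were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend, not robust) on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment over the transcripts with a mean FPKM of at least 1 in the libraries compared; the threshold was an adjusted p of 0.05. Only the libraries of the groups compared entered a fit. Fold changes are on the log2(FPKM + 1) scale, which understates changes between values near or under 1 FPKM. Where 1 fragment is worth many FPKM, as on short RNAs in NAD-Capture, a step from 0 to 1 fragment gives a large fold change. Gene sets were tested with limma's camera at a preset inter-gene correlation of 0.01, for sets with at least 5 tested members. Sets were defined by symbol: small nucleolar and Cajal body RNAs (snoRNA and scaRNA; symbols that begin with SNORD, SNORA or SCARNA), cytoplasmic ribosomal proteins, replication-dependent histones (through their older HIST symbols), mitochondrially encoded genes, spliceosomal snRNAs, snoRNA host genes (SNHG) and microRNA genes. Adjusted p-values of the last 6 were adjusted over those sets within each comparison. Single values were compared with two-sided exact permutation tests (scipy 1.17.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6); 3 libraries against 3 cannot give a p below 0.1.

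Tests, gene sets, alternatives and the rule for named transcripts were fixed before the data were examined. The rule took, among transcripts past the threshold with no library at 0 and with groups that do not overlap, the 5 with the largest change in each direction, and DXO. The alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 10, transcripts above 0 in every library, centring each library on its median transcript, quantile normalization, FPKM summed per gene symbol, all 8 libraries in a common fit, the replicate number as a block, a limit of at least 2-fold, fry, camera with an estimated correlation, and leaving out each replicate in turn. Further alternatives, chosen after seeing the data, were set members close to 133 nt in length, the same with values divided by the ratio of the short-RNA step to the long-RNA step, and the share of H/ACA box snoRNAs and scaRNAs alone.

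The limma fit was tested on simulated data with 200 changed transcripts. At the spread of the NAD-Capture libraries it recovered 0 of 200 changed by 2 on the log2 scale (5.32% of the unchanged had an unadjusted p under 0.05), 80 changed by 4 and 131 changed by 6. Among unchanged transcripts it called 0, 7 and 12. On fragments drawn at the recovered depths it recovered 0, 165 and 190 of 200 changed by 2, 4 and 6. There 4.17% of the unchanged had an unadjusted p under 0.05 at a change of 2, and 0, 10 and 9 unchanged transcripts were called. In both simulations the changed transcripts were picked above a minimum level. The spread of the drawn fragments was preset, and sharing between transcripts of a gene was not modelled. The rates therefore do not give the power for low transcripts.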

Results

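The study sequenced RNA of HEK293T cells in 8 libraries: 2 of WT RiboMinus RNA, 3 of WT NAD-Capture RNA and 3 of NAD-Capture RNA labelled DXO-KO. Its title names NAD-capped RNA in human cells and its removal by DXO, an enzyme that takes NAD caps off RNA. The summed FPKM was 541482 and 544947 in WT RiboMinus replicates 1 and 2. It was 1590608, 2107432 and 1148707 in WT NAD-Capture replicates 1 to 3, and 1272063, 8558867 and 6941277 in replicates 1 to 3 labelled DXO-KO. The number of transcripts above 0 was 31667 and 31306 in RiboMinus, 22850, 22057 and 25050 in WT NAD-Capture, and 27957, 19865 and 17423 in the libraries labelled DXO-KO.

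The depth read from the low values was equivalent to 10669016 and 8722896 fragments in the RiboMinus libraries. It was 192346, 165447 and 248621 in WT NAD-Capture replicates 1 to 3, and 804821, 137687 and 80463 in replicates 1 to 3 labelled DXO-KO. An FPKM of 1 fragment on a transcript with 1 kb of effective length was 0.0937 and 0.115 in RiboMinus, 5.20, 6.04 and 4.02 in WT NAD-Capture, and 1.24, 7.26 and 12.4 in the libraries labelled DXO-KO. Most low values of the NAD-Capture libraries thus rest on a few fragments.

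**Figure D1:**
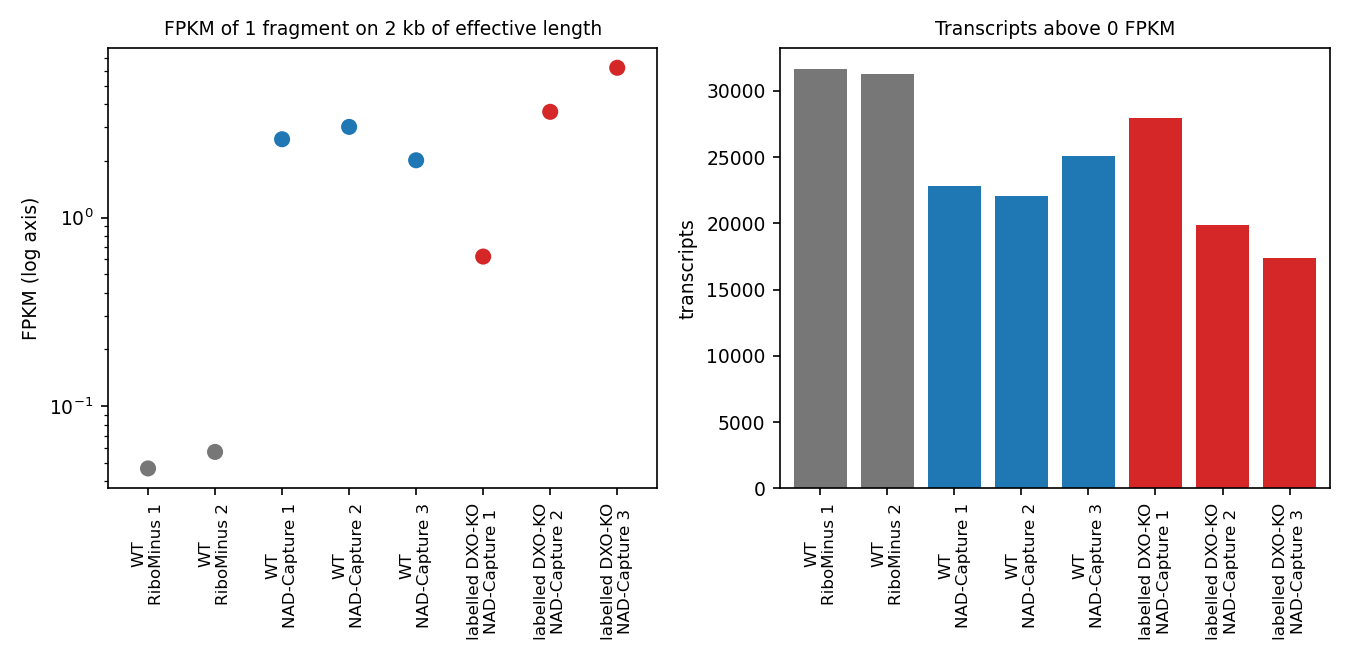
Left, FPKM of 1 fragment on a transcript with 2 kb of effective length (log axis), 1 point per library. Right, number of transcripts above 0 FPKM per library, from 17423 to 31667.

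Replicates did not agree within sampling noise in any group. The chi-square per degree of freedom of fragment counts was 2.15 between the RiboMinus libraries and 1.56 to 1.68 between WT NAD-Capture libraries. In the libraries labelled DXO-KO it was 1.59 between replicates 2 and 3, and 3.52 and 3.92 between replicate 1 and each of them. Spearman's rho across transcripts, which are not independent replicates, was 0.936 between the RiboMinus libraries and 0.421 to 0.498 between NAD-Capture libraries of a group. Between groups, over 25420 transcripts, it was 0.275 to 0.305 for RiboMinus with WT NAD-Capture, 0.376 to 0.524 for RiboMinus with the libraries labelled DXO-KO, and 0.340 to 0.405 between the NAD-Capture groups. RMRP was the most abundant transcript in 6 libraries. In the library labelled DXO-KO replicate 2, SNORD87 took 62.7% of the summed FPKM, and in replicate 3 SNORD45A took 18.2%.

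DXO, the targeted gene, was compared first, as a check of the labels. All its FPKM was on transcript NM_005510. DXO RNA was 127.6, 61.6 and 71.7 FPKM in replicates 1 to 3 labelled DXO-KO (mean 87.0 ± 35.6 SD, n = 3). It was 33.2, 17.2 and 27.1 FPKM in WT NAD-Capture (mean 25.8 ± 8.10 SD, n = 3) and 11.2 and 14.3 FPKM in RiboMinus. Captured DXO RNA was therefore higher, not lower, in the libraries labelled DXO-KO. No RNA labelled DXO-KO was sequenced without capture, so the DXO RNA level of those cells is not known. A change in capture could also give this difference. The mean log2 difference was 1.69 and every library labelled DXO-KO lay above every WT NAD-Capture library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 can give). In limma the log2 fold change was 1.69 (SE 0.446) with an unadjusted p of 0.00610 and an adjusted p of 0.312, so DXO did not pass the threshold. Centring on the median transcript moved the difference most, to 2.14. The values rest on 147, 12 and 8 fragments in the libraries labelled DXO-KO, 9, 4 and 10 in WT NAD-Capture, and 171 and 178 in RiboMinus. Of the libraries labelled DXO-KO, the 95% Poisson interval of replicate 1 alone (108 to 150 FPKM) lay above the intervals of all WT NAD-Capture libraries, whose highest bound was 62.2 FPKM. An allele that stops the protein need not lower its RNA, so the values do not show which libraries carry the knockout.

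**Figure D2:**
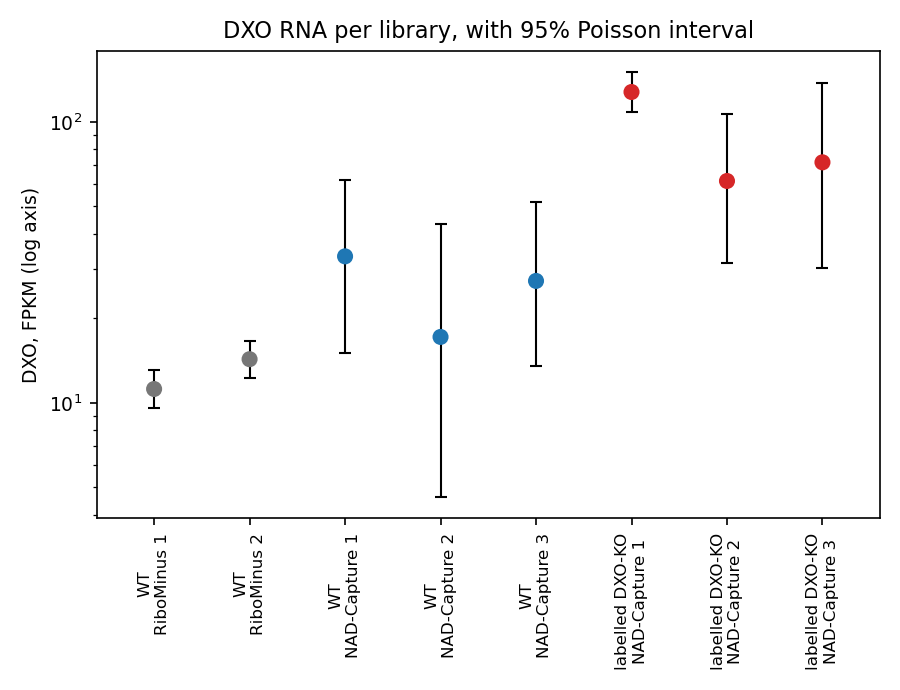
DXO RNA in FPKM (log axis), 1 point per library with its 95% Poisson interval. The libraries labelled DXO-KO lay at 61.6 to 127.6 FPKM and the WT NAD-Capture libraries at 17.2 to 33.2.

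The comparison of the NAD-Capture groups asks which captured RNAs change when DXO is absent. The labels are used as deposited, with DXO RNA higher in the libraries labelled DXO-KO. Of 25004 transcripts tested with limma, 8 had an adjusted p under 0.05, 6 higher and 2 lower in the libraries labelled DXO-KO, and 2292 had an unadjusted p under 0.05. Groups of 3 and 3 fail to overlap by chance in 10% of splits. The fit of all 8 libraries moved the count most, to 546 (133 higher, 413 lower). The count ranged from 0 to 15 when each replicate was left out, with 0 without WT NAD-Capture replicate 3 (1910 unadjusted) and 15 (7 higher, 8 lower) without the library labelled DXO-KO replicate 1. Centring left 7 calls, 85.7% of them higher against 75% as deposited. Quantile normalization gave 10 calls, 60% of them higher. Centring moved the median log2 fold change of all tested transcripts from −0.06 to 0.39.

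By the rule for named transcripts, the transcript of RGS19 was the only call (NM_005873, log2 fold change −5.61, SE 0.541, limma adjusted p 0.0339). It did not pass when any of the 6 replicates was left out (limma adjusted p 0.0542 to 0.195), and no transcript passed without WT NAD-Capture replicate 3 (0 calls, 1910 unadjusted). Its FPKM was 51.2, 51.4 and 41.3 in WT NAD-Capture and under 0.001 in the libraries labelled DXO-KO, below the value of 1 fragment there (0.892 to 8.92 FPKM). FPKM summed over the 2 transcripts of RGS19 changed by −0.59 and did not pass (limma adjusted p 0.350). The other 7 calls were outside the rule and are named after their values were seen. SNORD11, SNORA32 and MIR1248 were listed at 0 in every WT NAD-Capture library. In replicates 1 to 3 labelled DXO-KO, SNORD11 was at 9115, 59811 and 114765 FPKM, SNORA32 at 1674, 915 and 5106 FPKM, and MIR1248 at 445, 6235 and 1497 FPKM. For scale, 1 fragment on an RNA of 133 nt was worth 90.1, 545 and 3060 FPKM in replicates 1 to 3 labelled DXO-KO. In WT NAD-Capture it was worth 449, 502 and 334 FPKM. By that scale SNORA32 in replicates 2 and 3 and MIR1248 in replicate 3 rest on few fragments. The scale changes with length, so fragment counts of these RNAs are not given. VPREB3 was listed at 0 in every library labelled DXO-KO and was at 61.1, 70.5 and 93.2 FPKM in WT NAD-Capture. Transcripts of GUK1, MORF4L2 and SNX5 were higher, at 44.4 to 255.7 FPKM in the libraries labelled DXO-KO. In WT NAD-Capture MORF4L2 and SNX5 were listed at 0, and GUK1 was at 0.0241 FPKM in replicate 1 and listed at 0 in replicates 2 and 3. Summed per gene, GUK1 changed by 0.90, MORF4L2 by 0.75 and SNX5 by 0.77, and none passed the threshold in the limma fit of summed FPKM.

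The snoRNA and scaRNA set was fixed in advance, from knowledge of earlier work on NAD capture. If that work drew on these libraries, the set is not independent of them. Of its 138 tested members, 116 were higher and 22 lower in the libraries labelled DXO-KO, where DXO RNA was also higher. Their median log2 fold change was 2.08, which is 2.15 above that of the other transcripts (camera in limma, adjusted p 8.57e-15, which for this set alone equals the unadjusted p). The difference was also past the threshold under limma's fry (adjusted p 0.00379) and under camera with an estimated correlation (adjusted p 0.0173). Quantile normalization moved it most, to 1.37. Of single members, 2 had an adjusted p under 0.05 over all transcripts tested and 10 when adjusted over the list alone. The difference was 2.10 for 27 C/D box snoRNAs, 2.17 for 87 H/ACA box snoRNAs and 2.13 for 24 scaRNAs, each past the camera threshold. The C/D box difference was 3.49 without replicate 3 labelled DXO-KO, 3.12 without WT NAD-Capture replicate 2 and 1.14 after quantile normalization. Under an estimated correlation the scaRNAs were not past it (adjusted p 0.0508, with a range of 2.24e-09 to 0.0508 over their alternatives).

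The set's share of summed FPKM was 47.6%, 82.4% and 56.9% in replicates 1 to 3 labelled DXO-KO (mean 62.3% ± 18.0 SD, n = 3). It was 24.6%, 26.6% and 20.2% in WT NAD-Capture (mean 23.8% ± 3.26 SD, n = 3), and 10.2% and 12.8% in RiboMinus. The difference between the NAD-Capture groups was 38.5 percentage points (exact permutation test, two-sided p = 0.1). Without SNORD87, the most abundant member, it was 28.6 percentage points (exact p = 0.1). The share of H/ACA box snoRNAs and scaRNAs alone, an alternative chosen after seeing the data, differed by 8.95 percentage points (exact p = 0.4). FPKM of short RNAs depends on the length correction, and the value of 1 fragment at 133 nt was 246 times that at 1 kb in replicate 3 labelled DXO-KO, against 72.5 to 86.4 times in the other NAD-Capture libraries.

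Counted as fragments, the 63 tested members of 130 to 137 nt made up 2227, 4140 and 3368 fragments per 1000000 in replicates 1 to 3 labelled DXO-KO and 1133, 1318 and 619 in WT NAD-Capture. The log2 difference was 1.69, a ratio of 3.23 (exact permutation test, two-sided p = 0.1). These values rest on 1792, 570 and 271 fragments in the libraries labelled DXO-KO and 218, 218 and 154 in WT NAD-Capture. Without SNORA18, the most abundant of these members, the log2 difference was 1.72 (exact p = 0.1). Of the 8 lengths, 7 had a higher mean in the libraries labelled DXO-KO and 1 a lower mean.

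**Figure D3:**
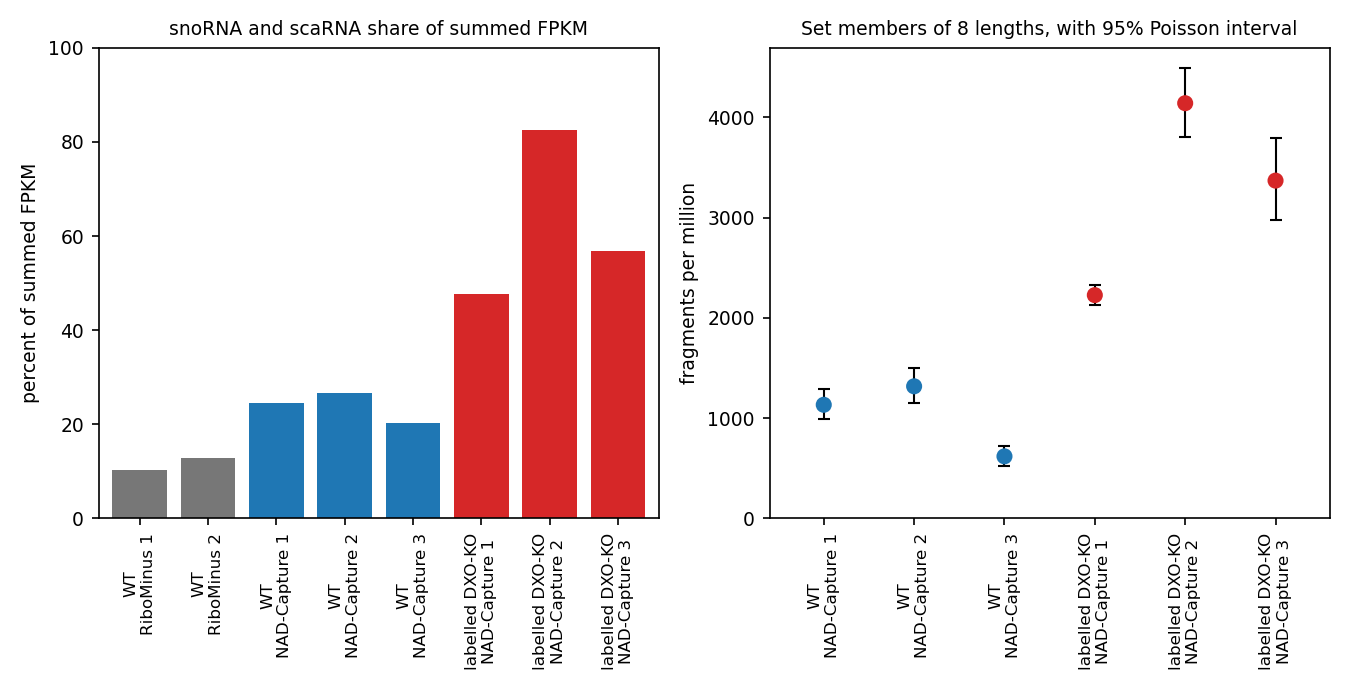
Left, snoRNA and scaRNA share of summed FPKM in percent, 1 bar per library. Right, fragments per 1000000 on set members of 130 to 137 nt with 95% Poisson intervals, at 2227 to 4140 in the libraries labelled DXO-KO and 619 to 1318 in WT NAD-Capture.

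Of the other sets, histones passed between the NAD-Capture groups. Of 59 members, 8 were higher and 51 lower in the libraries labelled DXO-KO, with a median log2 fold change 0.77 below that of the other transcripts (difference −0.77, camera in limma, adjusted p 0.00105). The adjusted p was 0.151 under fry and 0.676 under an estimated correlation, and 0.0524 without WT NAD-Capture replicate 2. Without the library labelled DXO-KO replicate 1 the histone difference was −0.44 and the snoRNA host difference −0.18. Ribosomal protein transcripts differed by 0.26 (adjusted p 0.169), snoRNA host transcripts by −0.34 (adjusted p 0.452) and microRNA transcripts by −3.24 (adjusted p 0.608), none past the threshold. Without WT NAD-Capture replicate 3 the microRNA difference was −0.14, with 22 members higher and 22 lower, and the ribosomal protein difference was 0.11. The ribosomal protein difference was 0.077 without replicate 3 labelled DXO-KO. The ribosomal protein difference was −0.21 after quantile normalization. Without the library labelled DXO-KO replicate 1 it was 0.75 and passed (adjusted p 0.000813, within a range of 0.000813 to 0.796 over its alternatives). The 4 tested spliceosomal snRNAs were too few to test, and no mitochondrially encoded gene was in the table.

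The comparison of WT NAD-Capture with WT RiboMinus asks which RNAs capture enriches. Capture and library kit changed together, so the comparison does not separate them. Of 24777 transcripts tested with limma, 6363 had an adjusted p under 0.05, 3119 higher and 3244 lower in NAD-Capture (49.0% higher). The filter at a mean FPKM of 10 moved the count most among alternatives without a block, to 1811. Centring gave 6231 calls, 35.8% of them higher, and moved the median log2 fold change of all tested transcripts from 0.24 to −0.23. FPKM summed per gene symbol gave 4126 calls, 67.5% of them higher, and no filter on low values gave 8755, 34.1% of them higher. Of the calls, 3276 had no library at 0, 1994 higher and 1282 lower, and in all of these the groups did not overlap; groups of 3 and 2 fail to overlap by chance in 20% of splits.

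By the rule, the transcripts with the largest rise were ROCK1P1 (log2 fold change 9.47, SE 0.249), SCARNA1 (8.44, SE 0.482), SNORA62 (8.38, SE 0.874), SNORA3B (8.13, SE 0.788) and SNORD15A (7.77, SE 0.443), with limma adjusted p from 0.00216 to 0.00588. ROCK1P1 was at 996 ± 119 FPKM (SD, n = 3) in NAD-Capture and 0.429 ± 0.391 FPKM (SD, n = 2) in RiboMinus. SCARNA1 was at 16925 ± 7352 FPKM against 44.8 ± 10.5. The transcripts with the largest fall were those of ATP5F1C (−7.80), EIF4H (−6.97), SEC61G (−6.70), DYNLRB1 (−6.69) and TAGLN2 (−6.69), each with a limma adjusted p of 0.00216. Their NAD-Capture values were below 1 fragment. FPKM summed over all transcripts of the gene changed by −0.65 for ATP5F1C, −1.42 for EIF4H, 0.65 for SEC61G, −6.69 for DYNLRB1 and −0.76 for TAGLN2, so the direction of SEC61G flipped. DXO changed by 0.93 (SE 0.353, limma adjusted p 0.163), and passed without WT NAD-Capture replicate 2 (1.18, adjusted p 0.0415, within a range of 0.0415 to 0.428 over its alternatives).

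Of the snoRNA and scaRNA set, 85 of 140 tested members were higher and 55 lower in WT NAD-Capture. The median difference from other transcripts was 0.59 and did not pass (camera in limma, adjusted p 0.168). It passed among transcripts above 0 in every library, the alternative that moved it most, at 2.49 (limma adjusted p 5.54e-07, within a range of 5.54e-07 to 0.786 over its alternatives). Without 1 library it was 0.31 (RiboMinus replicate 1), 1.26 (RiboMinus replicate 2) or 1.06 (WT NAD-Capture replicate 3). Of single members, 46 had an adjusted p under 0.05 over all transcripts tested and 51 when adjusted over the list alone. C/D box snoRNAs differed by −3.62 (camera in limma, adjusted p 0.848), with 15 of 31 members higher and 16 lower. With so even a split the median does not describe a fall of the set. The difference was −0.36 without RiboMinus replicate 1 and 2.54 without RiboMinus replicate 2. Of the other sets, histones differed by 1.12 (43 of 56 higher, adjusted p 9.68e-05) and ribosomal proteins by 0.43 (84 of 129 higher, adjusted p 0.00532). Both passed under fry (adjusted p 0.0209 each) and not under an estimated correlation (0.797 each), and after quantile normalization the differences were 0.22 for histones (30 higher, 26 lower) and −0.10 for ribosomal proteins, neither past the threshold (limma adjusted p 0.849 each; over the alternatives 6.00e-08 to 0.849 for histones and 2.67e-05 to 0.849 for ribosomal proteins). With all 8 libraries in a common fit the ribosomal protein difference was 0.57 and did not pass (limma adjusted p 0.0540). Differences of 0.60 for snRNAs, −0.06 for snoRNA host genes and 3.21 for microRNAs did not pass under camera; under fry the host genes and microRNAs did. Without WT NAD-Capture replicate 3 they were 1.42, −0.57 and 0.62. Without replicate 1 they were 0.27, −0.38 and 4.83, and without replicate 2 the snRNA and host differences were 0.29 and −0.43. Without RiboMinus replicate 1 the snRNA and host differences were 0.32 and −0.63, and without RiboMinus replicate 2 the host difference was −0.094.

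The comparison of the libraries labelled DXO-KO with WT RiboMinus adds the knockout label to the changes of capture and kit. Of 22429 transcripts tested with limma, 3148 had an adjusted p under 0.05, 989 higher and 2159 lower in the libraries labelled DXO-KO. Without replicate 1, the deepest library of that group, the count was 6530. The balance of directions flipped under 2 alternatives: FPKM summed per gene symbol gave 466 calls, 342 higher and 124 lower, and a mean FPKM of at least 10 gave 647 calls, 382 higher and 265 lower. Both comparisons with RiboMinus share the same RiboMinus libraries, so their overlap was not compared.

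**Figure D4:**
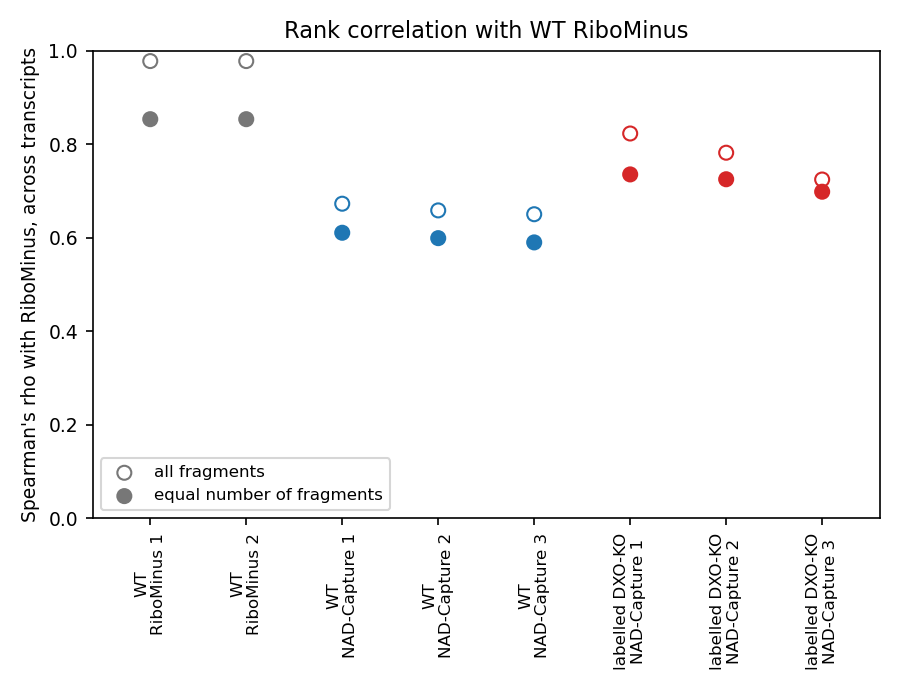
Spearman's rho across 7057 long transcripts between each library and the RiboMinus libraries, with all fragments (open) and with every library at 25533 fragments (filled). At equal depth the libraries labelled DXO-KO lay at 0.699 to 0.736 and WT NAD-Capture at 0.590 to 0.611.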

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

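No test described in this part was chosen after the result was seen, except for the alternatives named as such.

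The higher level of the snoRNA and scaRNA set in the libraries labelled DXO-KO, where DXO RNA was also higher, kept its direction under the 19 alternatives tried, and its side of the threshold wherever a test was made, with differences from 1.37 to 2.29 (1.78 to 2.29 across the 6 fits that each left out a replicate). Centring, the block, fry and an estimated correlation leave the difference at 2.15 by construction, so they bear on the p-value only. Among members close to the most common length, an alternative chosen after seeing the data, the difference was 2.19. With values divided by the short-to-long ratio it was 2.07. The DXO difference stayed positive under its 9 alternatives (1.38 to 2.14), and the share of summed FPKM under its 9 (8.95 to 45.8 percentage points). The exact p of these is at its smallest, 0.2, whenever a replicate is left out.

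For the NAD-Capture groups the count of 8 became 5 at a pseudocount of 0.1, 51 without a filter on low values and 546 with all 8 libraries in a common fit. It ranged from 0 to 15 across the 6 fits that each left out a replicate: 1 without WT NAD-Capture replicate 1, 0 without replicate 3 (1910 unadjusted), and 15, 4 and 2 without replicates 1, 2 and 3 labelled DXO-KO. The count of 1 other gene set became 3 at a mean FPKM of at least 10 and 0 under fry and under an estimated correlation (from 0 to 2 across the leave-one-out fits: 0 without WT NAD-Capture replicate 2, 2 without replicate 1 labelled DXO-KO). The causes were not tested.

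For WT NAD-Capture against RiboMinus the count of 6363 became 1811 at a mean FPKM of at least 10, 4126 per gene symbol, 3217 with all 8 libraries and 3976 among transcripts above 0 in every library. It was 8178 to 8302 across the 3 fits that left out a NAD-Capture replicate; leaving out a RiboMinus replicate leaves 1, so no count is given. The count of 2 other gene sets became 0 after quantile normalization, 1 with all 8 libraries, 4 under fry and 0 under an estimated correlation. For the libraries labelled DXO-KO against RiboMinus the count of 3148 became 5320 without a filter, 647 at a mean FPKM of at least 10 (59.0% higher, against 31.4% as deposited), 466 per gene symbol (73.4% higher) and 1946 with all 8 libraries, and 2276 to 6530 (6530 without replicate 1) across the 3 fits that left out a replicate labelled DXO-KO. Fewer transcripts are tested under the stricter filters and per symbol; the other causes were not tested.

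The snoRNA and scaRNA set in WT NAD-Capture against RiboMinus, not past the threshold at 0.59, passed without a filter (0.82), at a mean FPKM of at least 10 (1.38), after centring (0.59, limma adjusted p 0.0401) and above 0 in every library (2.49). Leave-one-out differences ran from 0.31 to 1.26, the lowest without RiboMinus replicate 1 and the highest without replicate 2, and were 1.06 without WT NAD-Capture replicate 3. The cause was not tested.

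Directions reversed in these cases, whose cause was not tested. After quantile normalization, ribosomal proteins were at −0.21 between the NAD-Capture groups and −0.10 against RiboMinus, and snRNAs at −0.84 and snoRNA host genes at 0.034 against RiboMinus. Host genes were at 0.93 at a mean FPKM of at least 10, 0.13 per symbol, 0.11 with all 8 libraries and 0.73 above 0 in every library. C/D box snoRNAs against RiboMinus, with 15 members higher and 16 lower as deposited, ran from −3.70 to 2.54 across the leave-one-out fits. They were at 2.54 without RiboMinus replicate 2 and −0.36 without replicate 1. The 7 members above 0 in every library were at 4.33, all higher. SEC61G was at 0.65 per gene symbol, where its other transcript adds to the sum. Of further values for gene sets, 208 stayed, 12 became past the threshold, 8 no longer passed and 5 moved; of named transcripts 190 stayed, 1 became past it and 68 no longer passed.

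Equal replicate numbers showed no sign of pairing the libraries: no correlation of their deviations from the group means exceeded 0.05 in size. Sampling noise on few fragments would also keep these correlations small, and the deviations of the RiboMinus libraries mirror each other. Pairing is therefore not excluded. With the number as a block, the NAD-Capture groups gave 0 calls (1792 unadjusted) and WT NAD-Capture against RiboMinus 0 (8499 unadjusted). Under the block the DXO difference was 1.69, the snoRNA and scaRNA set difference 2.15 between the NAD-Capture groups and 1.05 against RiboMinus (limma adjusted p 0.0450), and microRNAs against RiboMinus were at −0.068.

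Depth limits the low values: on a 1-kb effective length 1 fragment was worth 4.02 FPKM or more in 5 of the 6 NAD-Capture libraries, so differences of a few FPKM were not detectable there.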

Other observations

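The set difference without replicate 1 labelled DXO-KO, the set difference among transcripts above 0 in every library and the DXO difference after centring were alternatives fixed in advance; their use against explanations, every other test in this part except the splits, and the limits used to weigh the tests were chosen after the result was seen.

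The snoRNA and scaRNA set was higher in the libraries labelled DXO-KO than in WT NAD-Capture, and DXO RNA was higher there too. Several technical explanations fail a test as the whole cause. Inflated FPKM of short RNAs in replicate 3 labelled DXO-KO would vanish in fragments, but the 63 members of 130 to 137 nt still differed by 1.69 on the log2 scale when counted as fragments, and the groups stayed apart. That count rests on a rule set after values had been seen. The greater depth of replicate 1 labelled DXO-KO is argued against by a set difference of 2.27 without it. Detection in a single group is argued against by a difference of 1.53 among transcripts above 0 in every library. Admixture of RNA like that of the RiboMinus libraries would put the share between the groups, yet the lowest share in a library labelled DXO-KO was 47.6%. Uncaptured RNA prepared with the SMARTer kit was not analysed here, so admixture of such RNA stays open. Of the 10 splits of the 6 libraries, 1 gave a set difference as large, the real one. With 10 splits no smaller share is possible, so a grouping by luck cannot be told apart from an effect. The camera p of the set was 8.57e-15 in the real grouping. It was also under 0.05 in most other splits, down to 8.86e-08, and above it in those at 0.575 and 0.599. A camera p under 0.05 therefore does not by itself set the real grouping apart. A rise of every short RNA cannot be told apart from a rise of the set. Of 18 listed short RNAs outside the set, 9 were tested; 8 were higher and 1 lower, with a median log2 fold change of 0.63, against −0.042 (4 higher, 5 lower) without replicate 3 labelled DXO-KO. The 5 above 0 in every NAD-Capture library rose less than the set: RMRP (270 nt) by 0.63, RPPH1 (341 nt) by 0.69, and RNU11 (135 nt), RNU12 (150 nt) and RNVU1-8 (141 nt), near the set members in length, by 0.50, 0.36 and 0.42. Without replicate 3 labelled DXO-KO, the library with the inflated short-RNA values, these 5 were at −0.41 to 0.17, with RPPH1 alone above 0, while the set difference was 1.88. The 4 with a library at 0 moved further, RNU6ATAC by 4.28, VTRNA1-2 by 3.71, VTRNA1-3 by 5.35 and VTRNA1-1 by −3.78. A difference in batch or handling between the groups, which the labels do not record, also stays open. A candidate explanation that remains, untested, is that more snoRNA is captured in the cells labelled DXO-KO.

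For the transcripts called between the NAD-Capture groups, 5 of the 10 splits of the 6 libraries gave as many with an adjusted p under 0.05, up to 14. For the other gene sets, 7 of the 10 splits gave as many sets past the threshold. At an unadjusted p under 0.05 the real grouping gave 2292 transcripts and the other 9 splits 653 to 995, so by that count no other split gave as many. With 10 splits no such share can fall under 0.05. Of the calls, 4 belong to symbols with several transcripts, and in all 4 the FPKM summed over the gene changed by under 2-fold. Apportioning of fragments between transcripts of a gene may account for them. The calls were chosen for the pattern, so this cannot be told apart from a change of the transcript.

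In WT NAD-Capture against RiboMinus, 4147 calls belonged to symbols with several transcripts, and for 50.4% of them the summed FPKM changed by under 2-fold. For symbols with several transcripts, 35.1% to 36.3% of the values above 0 in WT NAD-Capture were under a 10th of a fragment, against 0.280% to 0.421% for symbols with 1 transcript. Apportioning may account for part of the calls; here too the test ran on transcripts chosen for the pattern and cannot be told apart from isoform changes.

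Long transcripts of the libraries labelled DXO-KO ranked more like RiboMinus than those of WT NAD-Capture. Spearman's rho across 7057 transcripts was 0.823, 0.782 and 0.725 in replicates 1 to 3 labelled DXO-KO and 0.673, 0.659 and 0.650 in WT NAD-Capture. A difference in depth is argued against as the whole cause, since with every library at 25533 fragments the lowest value of a library labelled DXO-KO, 0.699, lay above the highest of WT NAD-Capture, 0.611. Less selective capture or more uncaptured RNA in the libraries labelled DXO-KO could give this pattern. Over 6509 protein-coding genes, the change of a library from a WT NAD-Capture library was fitted on the difference between the remaining WT NAD-Capture libraries and RiboMinus. The mean slope was −0.27, −0.21 and −0.18 in replicates 1 to 3 labelled DXO-KO, which is towards RiboMinus, and −0.027, −0.0027 and 0.030 in WT NAD-Capture. The WT NAD-Capture fits come in pairs of opposite sign, so their means cancel by construction and only their size serves as a baseline. Single fits ran from −0.037 to 0.037 in WT NAD-Capture and from −0.29 to −0.16 in the libraries labelled DXO-KO. The slopes show the same pattern and do not separate these explanations from each other or from a biological difference between the cells, which stays open.

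Captured DXO RNA was higher in the libraries labelled DXO-KO. Whether the RNA level of the cells or its capture differed stays open, since all libraries labelled DXO-KO are of captured RNA. A shift of all transcripts is argued against by the difference of 2.14 after centring. Fragments shared with the overlapping gene WHR1, which was lower there, are argued against by the difference of 1.23 for FPKM summed over both genes (exact permutation test, two-sided p = 0.1). Counting noise at low depth is argued against as the whole cause by pooled fragments: the libraries labelled DXO-KO held 167 where the WT NAD-Capture rate predicts 38.8 (exact binomial test, two-sided p 1.21e-14), and without replicate 1 labelled DXO-KO, which holds most of them, 20 where it predicts 8.27 (exact p 0.00499, the largest when each of the 6 libraries was left out). That test covers Poisson error only. Variation between libraries beyond it, seen in every pair of replicates, stays open with 3 libraries against 3. Among 1575 transcripts matched to DXO, its difference was at percentile 87.2, and at 94.6 among the 1230 above 0. A change of this size was therefore not rare among them. Swapped labels stay open too: DXO was 0.93 higher in WT NAD-Capture than in RiboMinus, which does not decide it, because a knockout allele need not lower its RNA and the kits differ. No table here shows the edited sequence.

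Ribosomal protein and histone genes were higher in WT NAD-Capture than in RiboMinus as deposited, while after quantile normalization the set differences were −0.10 and 0.22 and neither passed. Shorter genes were higher in general: the median log2 fold change of gene sums was 0.81 under 1000 nt and −0.35 over 8000 nt. Genes were first matched to the nearest in level and length, and then to genes no longer than the match. For ribosomal proteins, the median of 78 genes was 0.98, above all 10000 lists of genes none longer than its match (percentile 100). Those lists had a median of 0.35 and a highest value of 0.95. Their genes were shorter (median 711.5 nt against 822.5 nt) but lower in level (log2 mean FPKM 8.08 against 8.69). In the first matching the set was at percentile 99.97, with matched genes lower in level (8.31 against 8.67) and longer (847 nt against 812 nt). Transcript length as the whole cause is thus argued against only as far as levels matched, and a part of level stays open. For 45 histone genes the median was 1.54, at percentile 99.55 of such lists, but the matched genes were much lower in level (log2 mean FPKM 4.61 against 8.90), and in the first matching 53 histone genes had a median of 1.50 (median of lists 0.81, percentile 98.75) with levels close (8.53 against 8.90) but matched genes longer (median 551.5 nt against 462 nt). Neither matching held both level and length, so length cannot be told apart from other causes there. The kit and the capture step remain confounded in both.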
